# Iron Homeostasis in *Azotobacter vinelandii*

**DOI:** 10.3390/biology12111423

**Published:** 2023-11-12

**Authors:** Elena Rosa-Núñez, Carlos Echavarri-Erasun, Alejandro M. Armas, Viviana Escudero, César Poza-Carrión, Luis M. Rubio, Manuel González-Guerrero

**Keywords:** biological nitrogen fixation, nitrogenase, iron–sulfur cluster, iron transport, iron nutrition

## Abstract

**Simple Summary:**

*Azotobacter vinelandii* is a model organism used to study biological nitrogen fixation, a process by which nitrogen gas is transformed into ammonia, a form of nitrogen that can be assimilated by most organisms. This requires the synthesis and transfer of specific iron-containing cofactors to enzymes involved in nitrogen fixation. There are large gaps in our knowledge of iron uptake and utilization by *A. vinelandii*. In this review, our goal is to summarize current knowledge, propose novel elements based on our current understanding of bacterial iron homeostasis, and highlight those areas requiring more detailed research.

**Abstract:**

Iron is an essential nutrient for all life forms. Specialized mechanisms exist in bacteria to ensure iron uptake and its delivery to key enzymes within the cell, while preventing toxicity. Iron uptake and exchange networks must adapt to the different environmental conditions, particularly those that require the biosynthesis of multiple iron proteins, such as nitrogen fixation. In this review, we outline the mechanisms that the model diazotrophic bacterium *Azotobacter vinelandii* uses to ensure iron nutrition and how it adapts Fe metabolism to diazotrophic growth.

## 1. Introduction

Iron is an essential nutrient for life. It is a critical cofactor in numerous enzymes that use it as cofactor, either alone, as a part of heme groups or in iron–sulfur (Fe-S) clusters [1,2]. Typically, the role of iron in biological systems is based on its capacity to oscillate between Fe^2+^ and Fe^3+^ under physiological conditions. However, although iron is required at relatively low concentrations, at slightly higher concentrations, iron becomes toxic as it can displace other metals from the active site of enzymes or non-enzymatically catalyze the production of free radicals in Fenton reactions [3,4,5]. As a result, organisms must ensure a steady supply of iron to sustain key physiological processes and keep it under tight control to prevent iron toxicity. While every organism strives to maintain iron homeostasis, soil bacteria, especially those living in the rhizosphere (the soil area influenced by plant root exudates), have the added challenge of adapting to a heterogeneous soil composition. Iron availability is severely limited in most soils, as iron precipitates and becomes inaccessible [6]. This results in a tug-of-war for iron uptake between the different soil organisms, with important implications for plant nutrition and health and for the overall structure of plant-associated microbial communities [7,8,9]. 

To adapt and thrive under these conditions, bacteria devote considerable resources to the production, secretion, and recovery of siderophores, the synthesis and energization of specific transporters, the directional transfer of iron to the plethora of iron proteins in a cell, and the storage and detoxification of excess iron [10]. All of these are tightly regulated at the transcriptional, post-translational, and kinetic levels [11,12,13]. While a number of studies have described the mechanisms governing iron homeostasis in various bacteria [14,15,16], no recent study has focused on free-living diazotrophic microorganisms. This is despite the large iron requirements of nitrogen fixation [17], the only biochemical process that can convert dinitrogen (N_2_) to ammonia [18]. 

In this review, we will present what is known about the iron management by the model diazotroph *Azotobacter vinelandii*. We will list the genes that have a known or predicted role in iron homeostasis in this organism, and infer from related bacterial systems how effective iron nutrition and utilization can be achieved. The focus on *A. vinelandii* is based on its importance as a model to study the genetics and biochemistry of nitrogenase and in its agronomical and environmental relevance. *Azotobacter* is globally distributed, contributing to nitrogen fixation in a diverse range of conditions [19]. This is facilitated by *A. vinelandii* that synthesizes the three known types of nitrogenase: the iron–molybdenum nitrogenase, the iron–vanadium nitrogenase, and the iron-only nitrogenase [17]. This makes *A. vinelandii* ideal not only to study the role of the different nitrogenases but also their regulation by metal cofactor availability. Moreover, *A. vinelandii* is an excellent model to study branched electron transport chains, in addition to providing energy to metabolic reactions, it also protects nitrogenase against O_2_ [20]. Studying these mechanisms of nitrogenase protection is particularly important towards engineering nitrogen fixation in eukaryotes [21]. When colonizing the plant rhizosphere, *A. vinelandii* improves plant growth and nutritional value not only through nitrogen fixation but also by releasing hormones such as indole acetic acid [22,23]. This positive effect on plant growth can also be attributed to an increased tolerance to biotic stresses, as it has been shown that *A. vinelandii* could also act as a biocontrol agent [24].

## 2. Iron Uptake from Environment

In spite of the iron abundance in the Earth’s crust (being the fourth most abundant element) [25], iron bioavailability is often limited by its low solubility at neutral-to-high pH, its conversion to iron oxides, and/or its retention by negatively charged particles in soils [26,27]. Therefore, most soil organisms secrete a wide range of siderophores, molecules that can bind iron with a high affinity and make it accessible to the bacteria [28,29]. Considering the wide ecological distribution of *A. vinelandii*, it is not surprising that it can secrete multiple molecules with different chemical structures. These molecules can be classified in two categories: catechols (in which iron coordination is performed by hydroxyl groups) and mixed types (in which iron coordination is performed by carboxylates and hydroxyls). Among the catechols, the most abundant ones are aminochelin, azotochelin, protochelin, and 2,3 DBHA (Figure 1A), while azotobactin and vibrioferrin are the main representatives of the mixed types (Figure 1B) [30,31,32]. These different siderophores can be further modified to alter metal-binding affinities and in some cases also metal selectivity [31,33]. This diversity of secreted siderophores may be a consequence of adaptation to different physiological and environmental stresses, related to the versatility of *A. vinelandii* in colonizing a wide range of environments [34]. Each siderophore has different chemical properties (such as solubility or iron-binding affinities) that may be useful for its adaptation to changing conditions. For instance, azotobactins are produced at higher levels in severely low iron conditions (0.1 μM Fe + 100 μM EDTA), whereas they are barely detectable at less-deprived ones (such as 5 μM Fe + 100 μM EDTA) [31,35]. Alternatively, the various secreted siderophores can be organized as “bucket brigades” to deliver iron to the host. This has been proposed for the coordinated action of vibriobactin and azoto/amino-chelins [31]. A highly hydrophilic vibriobactin, produced at high levels, but with a relatively low metal affinity, may act as a wide net to capture iron that could then be transferred to azotochelins or aminochelins that are more hydrophobic but with a higher iron affinity, which would then be introduced into the cell. Alternatively, the high diversity of siderophores could be caused by the ability of soil microorganisms to use xenosiderophores, siderophores synthesized by other organisms, to satisfy their own iron demands [36]. Having a wide range of siderophores could be a means of minimizing some of the losses to other organisms, and even sequestering a larger pool of iron, thus reducing competitors. Finally, siderophores might also provide protection against the toxic levels of transition metals or those that are not bioelements (such as cadmium or mercury) [37].

The secretion of these siderophores is carried out by specific transporters (Figure 2), typically of the Major Facilitator Superfamily (MFS) or the Resistance-Nodulation-Division (RND) families that are encoded by siderophore biosynthesis gene clusters [38,39]. The MFS transporter CsbX, encoded by a catechol siderophore biosynthesis operon (Figure 1C), is up-regulated by an iron deficiency, consistent with a role in iron uptake [40]. As expected, the mutation of *csbX* results in the loss of catechol efflux capabilities. Transport across the outer membrane would typically be mediated by RND proteins. Although no specific protein has been identified for *A. vinelandii*, it has been shown that *Pseudomonas aeruginosa* releases pyoverdine (also synthesized by *A. vinelandii*), an intermediary in azotobactin biosynthesis [31] via the OprK mexAB system [41,42]. 

Iron siderophores must be recovered from soil, a task that is mediated by TonB-dependent receptors in the outer membrane [43,44] and ATP-Binding Cassette (ABC) transporters in the inner one (Figure 1C and Figure 2) [45]. The gene encoding the PsuA TonB-like protein is included in the vibrioferrin operon in *A. vinelandii* (Figure 2), whereas others predicted to encode iron-chelate transporters are found elsewhere in the genome. TonB proteins release their substrate in the periplasm, where typically the A subunit of an ABC transporter would mediate iron-chelate uptake into the cytosol through a dimer of the B subunit. Energy is provided by the ATPase encoded by the C subunit (Figure 2) [46]. This role in iron-catechol uptake is supported by the presence of genes encoding an ABC transporter in the catechol siderophore operon (Figure 1C).

However, iron-chelates are not the only chemical species of transported iron. Fe^2+^ transporters of the FeoB family are encoded in the *A. vinelandii* genome. These are GTP-gated permeases that facilitate iron transport across the inner membrane (Figure 2) [47]. Typically, they are encoded by genes that form an operon that also includes genes for FeoA, a small cytosolic protein likely to activate FeoB, and FeoC, a proposed transcriptional regulator [48]. There are two FeoB-encoding operons in *A. vinelandii*. One contains the FeoABC genes and the other only FeoAB genes. While no FeoC is found in the latter, it encodes a FeoB-associated Cys-rich membrane protein of unknown function that is also present in other species lacking FeoC [49]. Mutations in *feoB* genes often result in iron deficiency, and these mutants require iron supplementation of the culture medium to grow [50,51]. However, no study on FeoB proteins in *A. vinelandii* has been published to date. In addition to the Feo proteins, the *A. vinelandii* genome encodes other putative iron uptake proteins of the ZIP or NRAMP families. Members of these families have been shown to participate in iron uptake from soil in other organisms [52,53,54,55], but their role in *A. vinelandii* has not been determined. Studies using single, double, and multiple mutants are needed to determine the relative importance of each transport system and the specific environmental conditions for which they were selected.

## 3. Iron Trafficking in the Cytosol

Iron is recovered from siderophores in the periplasm or cytosol by the reduction or degradation of the chelator (Figure 2). Broad-spectrum ferric siderophore reductases use the electrons provided by NADH to release iron [56]. In *A. vinelandii*, cytosolic ferric reductase activity has been identified in the cytosol. This activity reduces iron provided as a complex with azotochelin and, with a lower activity, azotobactin [57]. Enzymes that perform this function in bacteria include Fre reductase or FhuF proteins [58,59]. The *A. vinelandii* genome encodes an orthologue of the former enzyme, which would likely be responsible for reductive iron recovery from siderophores. Alternatively, iron could be released by hydrolyzing the chelator. Although not many of these enzymes have been identified, several esterases (such as Fes esterase or IroD or IroE) have been proposed to release iron from catecholate chelators [60]. *A. vinelandii* encodes two putative members of the IroE family in proximity to genes involved in siderophore–iron uptake. 

Once in the cytosol, iron cannot be free, in its hydrated form, but it must remain bound to soluble chelators or proteins. This is to prevent the non-enzymatic production of free radicals in Fenton-type reactions and to prevent mis-metallation of other proteins [3]. As a result, iron importers would not merely release iron into the cytosol, but they would transfer it to an acceptor molecule, and through the physical interaction of donor and acceptor molecules, iron would reach its final acceptor proteins. Intracellular amino acids or short peptides, such as glutathione, may serve as iron acceptors, acting as iron buffers [61,62,63]. However, given the large number of ferroproteins in a cell and their relatively similar iron affinity constants, we must look for additional, larger molecules that would act as iron chaperones. These molecules would not only act as iron carriers, but also by being able to dock with some proteins and not with others, they would add another layer of specificity to iron exchange beyond simple metal affinity constants. This is the case in mammalian cells, where the existence of specific iron chaperones has been described [64,65]. However, no such proteins have yet been isolated in bacteria. To identify them, we must characterize the proteins interacting with the known iron transporters, as well as those with known iron utilization nodes, in particular bacterioferritins/ferritins, Fe-S cluster scaffold proteins, and ferrochelatases. 

Ferritins are multimeric iron storage proteins present in all domains of life [66]. Typically, 24 monomers form a cage-like structure in which iron is stored [67] (Figure 2). Bacterial genomes can encode different classes of ferritins: Ftns, similar to animal ferritins; Bfrs, heme-containing bacterioferritins (Bfrs); and mini-ferritins (Dpn), with only 12 monomers instead of the typical 24 [68,69]. The genome of *A. vinelandii* encodes one ferritin, two bacterioferritins, and one mini-ferritin. Their functional role seems to vary from organism to organism. In *E. coli,* ferritins are important for adaptation from iron-sufficient to iron-deficient conditions, suggesting a role in iron storage and mobilization, while bacterioferritin mutants show no significant phenotype [70]. In *Salmonella enterica*, Bfrs are the main iron storage proteins [71]. Other proposed roles for these proteins include protection against O_2_ toxicity, tolerance to free radicals, and virulence [51,72]. Alternatively, mixed ferritins have been proposed in which the cage-like structure is formed by ferritin and bacterioferritin in an heteromer [73]. No experimental evidence for the role of these proteins in *A. vinelandii* has been provided to date.

The Fe-S clusters are assembled by the sequential addition of iron and sulfur to scaffold proteins and are used for essential cellular processes such as the tricarboxylic acid cycle or energy transduction [74]. Typically, IscU serves as the scaffold protein in most organisms, interacting with the cysteine desulfurase IscS to receive sulfur and with a yet-to-be determined protein that would provide iron (Figure 2). In this scaffold protein, a [Fe_2_S_2_] cluster is first assembled, which is later condensed into a [Fe_4_S_4_] cluster [75]. The required electrons are provided by a [Fe_2_S_2_] cluster-containing ferredoxin [76,77,78]. From IscU, the [Fe_4_S_4_] cluster is transferred to different iron carriers, which could include Nfu or IscA [79,80,81]. IscA has also been proposed to act as scaffold protein for [Fe_2_S_2_] cluster biosynthesis, although it appears to be essential only under high O_2_ conditions [82]. Glutaredoxins may also act as Fe-S cluster carrier proteins [83]. An additional Fe-S scaffold protein called NifU is found in *A. vinelandii* (Figure 2). In this protein, the activities of IscU, ferredoxin, and NfU have been combined as domains of the same polypeptide. NifU is the primary assembly point for the Fe-S clusters required for nitrogenase activity [79,84,85,86,87], whereas IscU has a housekeeping role [88]. This is evidenced by the lethal phenotype of *A. vinelandii iscU* mutants, while those affected in *nifU* have a reduced growth only under diazotrophic conditions, suggesting that IscU could partially replace NifU [89,90]. This differential role is not a consequence of the activity of each protein, but rather of their regulation since the overexpression of NifU could also revert the *iscU* phenotype. However, the IscS and NifS desulfurases are not functionally interchangeable [88]. Other proteins, such as NafF, may also perform Fe-S cluster carrier functions under diazotrophic conditions [77,82,90]. While many bacteria also produce Suf proteins, an additional Fe-S cluster biosynthetic system where expression is often regulated by stress conditions [91,92], no *suf* gene can be found in the *A. vinelandii* genome sequence.

Finally, the genome of *A. vinelandii* contains one ferrochelatase gen, HemH [93]. Ferrochelatases are responsible for iron insertion into protoporphyrin IX during heme group biosynthesis [94,95].

## 4. Iron Transport during Nitrogen Fixation

As mentioned above, *A. vinelandii* can grow on N_2_ as the sole nitrogen source using the nitrogenase enzyme [17,18]. *A. vinelandii* carries the three known classes of nitrogenase: the Mo nitrogenase [96], the V nitrogenase [97], and the Fe-only nitrogenase [98]. All nitrogenases require metal clusters to function: an [Fe_4_S_4_] cluster at the interface of the dimeric dinitrogenase reductase (NifH in the Mo nitrogenase), the [Fe_8_S_7_] P-cluster located at the interface of each αβ pair of subunits of the dinitrogenase component (NifDK in the Mo nitrogenase), and the FeMo-co/FeV-co/FeFe-co (Fe_7_S_9_M-C-homocitrate; M being Mo, V or Fe, respectively) embedded in each α subunit of the dinitrogenase component (NifD in the Mo nitrogenase) [97,99,100,101]. The biosynthesis of these cofactors and their high iron requirements have recently been reviewed [100,102,103]. It has been estimated that *A. vinelandii* cells expressing nitrogenase contain up to 125 μM of NifH and 50 μM of NifDK, implying that 2 mM iron is solely dedicated to nitrogenase function [104]. Therefore, *A. vinelandii* requires an efficient mechanism of iron uptake. This is in contrast to what occurs during symbiotic nitrogen fixation, as the diazotroph will receive the required iron from the host through dedicated nodule metal transporters [105,106]. 

Analysis of publicly available transcriptional datasets of the early stages of nitrogenase de-repression supports this statement [96]. 

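The data are RNA sequencing of *A. vinelandii* DJ cells that had been grown with ammonium, spun down, washed, resuspended in medium with or without ammonium in separate flasks and sampled over time. Cells without ammonium were taken at 15 min, 30 min and 4 h in the paper's terms, while the labels of the samples give the earliest of these as 10 min. The nitrogen-sufficient side of every comparison is the same library, from cells kept with ammonium for 4 h, so the early libraries differ from it in ammonium and also in the time since the wash. A pair of further libraries comes from cells that received ammonium again for 15 min after the early and the 30 min points (ammonium shock). The labels give each as its time without ammonium plus 15 min of shock, so it was taken 15 min later than the library it is set against. The ammonium-shock library called that of the same time below thus differs in time since the wash as well as in ammonium. Each of the 6 conditions is 1 library, so no difference can be set against replicate error and no p-value is given.
The deposited values, made by the authors, are RPKM (reads scaled for gene length and library size) for 4828 genes. The genome build used for alignment is not given in the sources used here. The paper cites a published strain DJ genome for its gene clusters, without stating that the reads were aligned to it, and coordinates are those of the deposited table. Reads per gene were recovered from the smallest steps of RPKM times coding length, which gave library totals over genes of 18169110 (15 min), 19324190 (15 min, then shock), 16609350 (30 min), 19583450 (30 min, then shock), 16841210 (4 h) and 18610250 (control). Change is the log2 ratio to the control after adding 1 to both RPKM values. A gene is called higher or lower when this is at least 1 in size and its RPKM is at least 10.0 in at least 1 of the 2 libraries. Intervals beside a ratio are exact 95% intervals for counting error only, and they say nothing of variation between cultures. The strand rule of the read counting is not given, so reads of an antisense or overlapping gene cannot be set apart.
The median log2 change of all genes was 0.25 at 15 min, −0.11 at 30 min and −0.13 at 4 h, and single values are to be read relative to these shifts. Of 112 gene labels in Figure 3, 103 were matched to a locus, 71 by a locus tag, caption or symbol and 32 by product and position. The other 9 fit several loci or none and were not used here.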

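The structural genes of the molybdenum nitrogenase rose far above the ammonium control at every time without ammonium. *nifH*, for the iron protein, went from an RPKM of 395.5 with ammonium to 12914 at 15 min, 59486 at 30 min (ratio 95% interval 147–154) and 16302 at 4 h. *nifD* and *nifK*, for the catalytic component, had log2 changes of 4.82 and 4.27 at 15 min, 7.01 and 6.53 at 30 min and 4.71 and 4.35 at 4 h, and *nifB*, for an early step of cofactor synthesis, 7.00, 7.91 and 4.17. Of 19 genes that the table names *nif*, 16 rose at 15 min, 17 at 30 min and 12 at 4 h. The 19 include *nifH* genes beside the *vnf* (Avin_02660) and *anf* (Avin_49000) genes and, in the *vnf* region, Avin_02750 (named *nifN*) and Avin_02770 (named *nifE*), so the tally does not stand for the molybdenum enzyme alone. Those that fell were Avin_02750 (−1.76 at 30 min and −2.10 at 4 h) and, at 4 h, Avin_02770 (−1.01, a call that ends with a pseudocount of 10 and under median-of-ratios scaling). Genes of the vanadium nitrogenase also rose early, *vnfG* (Avin_02600) by 2.84 and *vnfD* (Avin_02610) by 2.49 at 15 min, as did *anfD* (Avin_48990) of the iron-only enzyme (1.44) and *modA* (Avin_01300) of molybdate uptake (2.25). At 4 h *vnfD* stood at −0.26 and *anfD* at −0.20.
Ribosomal protein genes moved the other way: 51 of 55 fell at 15 min and 53 at 30 min, with *rpsU* (Avin_46980) at −3.68 and −5.91, whereas none of the 55 was called at 4 h (median 0.04). Among genes of nitrogen metabolism, *glnK* (Avin_47790) rose at 15 min (1.80) and 4 h (1.64) and *glnA* (Avin_45850), for glutamine synthetase, fell at 15 min (−1.81) and 30 min (−3.35).
Over all genes, 831 were higher and 625 lower at 15 min, 587 and 1258 at 30 min, and 135 and 215 at 4 h. Under median-of-ratios scaling the split became 585 and 819 at 15 min and 173 and 175 at 4 h, and without the 20 most abundant genes 905 and 1033 at 30 min. For the lists fixed before the data were examined, the median log2 change was ranked among 10000 random lists matched on mean level. The *nif* list (medians 3.62, 4.61 and 2.01) lay above all of them at each time and the ribosomal list (−1.975 and −3.18) below all of them at 15 and 30 min, a description of these libraries alone. With the ammonium-shock library of the same time as the reference, *nifH* (0.38), *nifD* (0.09), *nifK* (−0.17), *vnfG* (0.10), *vnfD* (0.58), *anfD* (0.93) and *glnA* (−0.96) at 15 min and *nifD* (0.81) and *nifK* (0.80) at 30 min are not called, Avin_02750 at 30 min turns to a call higher (1.04), and 13 of the 55 ribosomal protein genes are lower at 15 min and 37 at 30 min.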

Within fifteen minutes after the removal of ammonium from the medium, *A. vinelandii* induces the expression of genes involved in iron uptake, including Fe^2+^ and siderophore-bound forms (Figure 3). 

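Of the 103 matched genes of Figure 3, 39 were higher at 15 min, 3 were lower and 61 were called in neither direction, with a median log2 change of 0.72. Among 10 genes annotated to siderophore biosynthesis 9 rose (median 1.67, above all random lists). Of the 6 matched *feo* genes none was called: *feoB* (Avin_47490, 4822997–4824844) had an RPKM of 57.9 against 66.0 in the control (log2 −0.18, ratio 95% interval 0.826–0.934), the other *feoB* (Avin_22730) 24.1 against 19.3 (0.30), *feoA* (Avin_22720) 15.7 against 12.0 (0.36) and *feoA* (Avin_47500) 174 against 136 (0.35). A list of 7 *feo* genes had a median of 0.23, at the percentile 33.2 of its random lists. In the same early cells the ZIP family gene *zupT* (Avin_29340) stood at 0.40 and the transporter gene Avin_29840 at 0.34.
The number of matched genes called higher was 25 with a pseudocount of 10, and 21 among the 71 whose locus the figure states. With the ammonium-shock library of the same time as the reference it was 16, and the number lower was 7 under median-of-ratios scaling. The paper reasons from the iron content of nitrogenase that *A. vinelandii* needs efficient iron uptake, and states that the early de-repression data back this.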

The role of FeoAB transport systems in iron uptake during nitrogen fixation has also been reported in *Bradyrhizobium japonicum,* where the mutation of *feoA* or *feoB* results in the loss of nitrogenase activity in nodules [107]. Similarly, siderophore and iron ABC transporters can be found to be up-regulated in *Medicago truncatula* nodules colonized by *Sinorhizobium meliloti* [105]. 

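Both siderophore pathways rose within 15 min without ammonium. In catechol cluster 1, for the precursor dihydroxybenzoate and its assembly into siderophores, 7 of 8 genes rose (median log2 change 1.62): *entA* (Avin_21180, 2111320–2112117) from an RPKM of 9.70 to 61.8 (ratio 95% interval 5.34–7.65), *entC* from 23.0 to 95.9, *entE* from 18.1 to 67.2, *entB* from 11.3 to 33.9 and *entF* from 7.01 to 22.2, while the exporter gene *csbX* stood at 0.81. All 11 genes of the azotobactin cluster rose (median 1.805), as did both genes of a second locus. The largest change was in the MbtH-like gene Avin_25630 (2606842–2607084), from 33.8 to 939 (23.6–32.8), followed by Avin_25620 from 11.9 to 168 and *pvdH* (Avin_25640) from 6.20 to 74.1. *pvdL* (Avin_25650), which starts the peptide, went from 4.42 to 13.1.
At 30 min all catechol genes but *csbX* were again higher (median 1.53, with *entA* at 2.37 and *entF* at 1.60), and 5 of 11 azotobactin genes were higher (median 0.94, with Avin_25630 at 3.80 and *pvdA* at 1.54). The bacterioferritin genes were not called at 15 min: *bfrA* (Avin_10050, 955823–956287) had 638.5 against 1153 (−0.85) and *bfr* (Avin_14050), 9920 against 10603 (−0.10). The gene of a bacterioferritin-associated ferredoxin (AVIN_RS24535) rose by 2.08.
With the ammonium-shock library of the same time as the reference, 1 of 8 catechol genes (*entB*) and 6 of 11 azotobactin genes (Avin_25630, Avin_25620 and *pvdH* among them) are higher at 15 min, and 0 of 8 and 2 of 11 at 30 min. Of the 2 genes of the second locus, 1 (Avin_50380) is then higher at both times. With a pseudocount of 10 the calls of *entF* and Avin_21170 at both times, of Avin_25560, Avin_25580 and *pvdL* at 15 min and of *entB*, Avin_25610 and *pvdH* at 30 min end, which leaves 5 of 8 catechol and 8 of 11 azotobactin genes higher at 15 min and 4 and 3 at 30 min. Under median-of-ratios scaling *bfrA* is called lower at 15 min (−1.07).

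**Figure D1:**
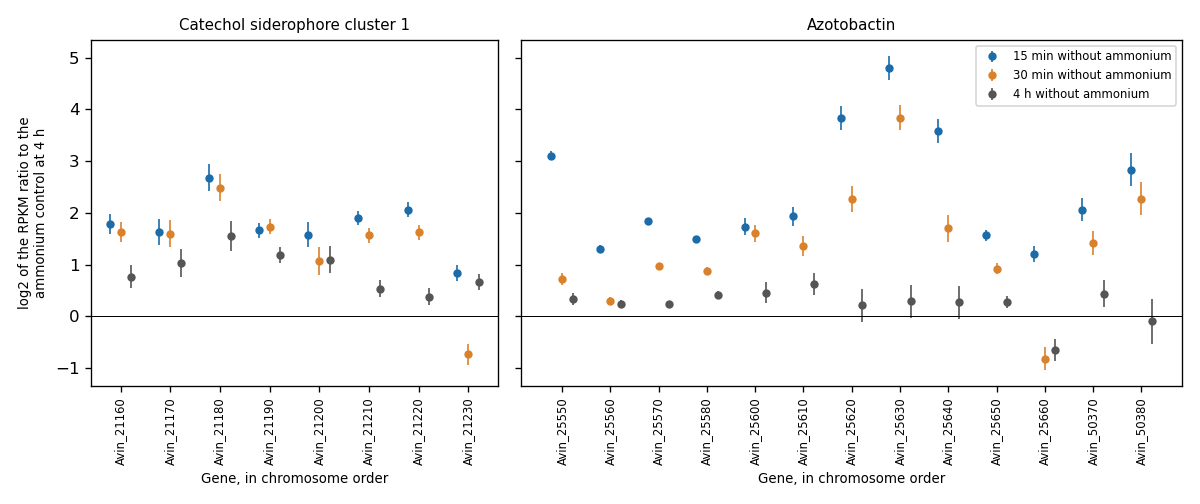
Log2 ratio of RPKM without ammonium to RPKM of the ammonium control (y axis, no pseudocount) for each gene (x axis, chromosome order) of catechol cluster 1 and azotobactin, the last pair of genes being the second locus. Points are single libraries at the 3 times and bars are 95% counting intervals.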

The catechol siderophore and azotobactin biosynthetic pathways are also up-regulated in *A. vinelandii* during diazotrophic conditions, as is the expression of a bacterioferritin in an attempt to scavenge as much iron as possible. To ensure the recovery of iron siderophores, a number of TonB-like proteins are also up-regulated. However, there seems to be some specificity, as other proteins of the same family putatively involved in iron uptake are down-regulated (Figure 3). Similarly, ABC transporters related to iron uptake are also induced (Figure 3). 

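Of 17 matched genes in the TonB group of Figure 3, 3 rose at 15 min, a share near that over all genes past the minimum (831 of 4653). Within the group the largest rise was in *fepA* (Avin_37010, 3754702–3756975), for an outer membrane receptor of ferric siderophores, with an RPKM of 207 against 70.3 (log2 1.54, ratio 95% interval 2.82–3.07). The adjoining *fepA* (Avin_37020) had 86.7 against 40.4 (1.08) and the receptor gene Avin_01120 28.6 against 12.8 (1.10). The receptor genes Avin_26410 (0.75), Avin_43940 (0.69) and Avin_12430 (0.66) stayed under the size rule, as did the *tonB* genes Avin_21710 (0.04) and Avin_21840 (−0.07), for the protein that passes energy to the receptors. At 30 min Avin_26410 was the gene of this group that rose (80.9 against 33.7, log2 1.24).
Among all 36 TonB-dependent receptors by annotation 8 rose at 15 min, with *fpvA* (Avin_25550) and the receptor genes AVIN_RS26715 (1.69) and Avin_03890 (1.53) among them. Against the ammonium-shock library of the same time none of the *fepA* genes, Avin_01120, AVIN_RS26715 or Avin_03890 is called, and Avin_03890 turns to −0.12. Avin_01120 and Avin_37020 also lose their calls under median-of-ratios scaling (0.89 and 0.86) and with a pseudocount of 10 (0.76 and 0.94), which leaves Avin_37010 of the 3.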

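Of the 17 matched TonB genes, the receptor gene Avin_51930 (5296661–5298757) fell, from an RPKM of 55.7 to 18.1 at 15 min (log2 −1.57, ratio 95% interval 0.298–0.355) and 12.6 at 30 min (−2.06). Outside the figure, 4 more of the 36 annotated TonB-dependent receptors fell at both early times. A receptor gene annotated for copper, Avin_40090 (4063178–4065358), dropped from 338 to 8.28 at 15 min (−5.19) and stood at −5.94 at 30 min. Avin_22830 was at −3.72 and −4.31, Avin_13940 at −2.63 and −3.19, and Avin_07860 at −1.95 and −2.50. With 8 members higher and 5 lower, the median of the receptor list at 15 min was 0.66, at the percentile 95.7 of matched random lists and so not apart from them, but at 99.2 (apart) without matching. At 30 min it was 0.04, with 2 higher and 5 lower. With the ammonium-shock library of the same time as the reference, Avin_51930 (0.32), Avin_40090 (0.25) and Avin_13940 (0.28) turn positive at 15 min and Avin_22830 (−0.25) and Avin_07860 (−0.64) lose their calls. At 30 min Avin_13940 (0.24) turns positive and Avin_07860 alone of the 5 stays called.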

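Of 18 matched ABC transporter genes, 5 rose at 15 min and none fell. The genes of a hydroxamate-type (*fhu*) system rose together: the ATPase gene *fhuC* (Avin_50330, 5102396–5103163) from an RPKM of 7.84 to 56.0 (log2 2.69, ratio 95% interval 5.86–8.80), the binding protein gene Avin_50340 from 5.75 to 23.1 (1.84) and the permease gene *fhuB* (Avin_50350) from 5.30 to 16.4 (1.47). *fbpA* (Avin_47300), for a periplasmic Fe3+-binding protein, was the most abundant, with 690 against 278 (1.31, ratio interval 2.40–2.56), and its neighbour *fbpB* (Avin_47290) stood at 0.25. The fifth was Avin_47140 (32.9 against 14.0, log2 1.18). At 30 min *fhuC* was still higher (1.19), while *hmuV* (Avin_42590, −1.54), Avin_44230 (−1.23) and Avin_34840 (−1.11) fell. The calls of *fhuB* and Avin_47140 at 15 min and of *fhuC* (0.71), *hmuV* (−0.91) and Avin_44230 (−0.96) at 30 min end with a pseudocount of 10, and those of Avin_47140 at 15 min and Avin_34840 at 30 min under median-of-ratios scaling. Against the ammonium-shock library of the same time *fhuC* alone of the 5 stays called at 15 min, and at 30 min *hmuV* alone, *fhuC* being at 0.55. In a list of 7 genes annotated to iron and heme ABC transport, which shares genes such as *hmuV* and *fbpB* with the figure, 6 were past the minimum, of which none rose and 1 fell at 15 min (median 0.14, percentile 12.7), and none rose and 3 fell at 30 min (median −0.81, percentile 2.63, or 2.17 and so apart with a pseudocount of 10).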

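Glutaredoxin genes moved in opposite directions after 15 min without ammonium. Avin_51060, next to *nif* genes, rose from an RPKM of 252 to 2068 (log2 3.03, ratio 95% interval 7.79–8.67) and reached 3363 at 30 min. *grxD* (Avin_14040) rose from 3249 to 7344 (1.18, ratio interval 2.22–2.30), and *grxC* (Avin_04690) fell from 1565 to 280 (−2.48, ratio interval 0.169–0.190) and to 75.8 at 30 min (−4.35). At 4 h *grxC* was back at −0.21, *grxD* at −0.07 and Avin_51060 at 1.51. Under median-of-ratios scaling *grxD* at 15 min falls just under the size rule (0.95). A further glutaredoxin family gene outside the figure, Avin_19000, stood at 0.92 at 15 min and 1.03 at 30 min, a call that ends against the ammonium-shock library of that time (0.66) and with a pseudocount of 10.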

During this short period, the expression of two glutaredoxins is increased, suggesting a role in adaptation to diazotrophy. This is consistent with the reduction in nitrogenase activity of *Medicago* nodules inoculated with strains mutated in glutaredoxins [108]. 

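The gene of a ferric reductase-like protein, Avin_40020, rose at 30 min without ammonium, from an RPKM of 27.8 to 58.2 (log2 1.04, ratio 95% interval 1.91–2.30). It had been at −0.05 at 15 min and was at 0.03 at 4 h. *iroE* (Avin_36990, 3752240–3753196), for an esterase that opens catechol siderophores, had 24.2 against 19.3 at 30 min (0.31, ratio interval 1.08–1.46), under the size rule, and 0.97 at 15 min. The call of Avin_40020 ends with a pseudocount of 10 (0.85).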

Within 30 min of de-repression, enzymes involved in iron recovery from siderophores are up-regulated (Figure 3). Iron storage in bacterioferritins still seems to be important as indicated by the up-regulation of *BfrA* and *Dps*. 

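At 30 min *dps* (Avin_22760, 2271033–2271527), for an iron-binding protein that protects DNA, rose from an RPKM of 223 to 593 (log2 1.41, ratio 95% interval 2.53–2.81). *bfrA* fell from 1153 to 561 (−1.04, ratio interval 0.470–0.505), and *bfr* had 8045 against 10603 (−0.40). Another ferritin gene, Avin_22670, rose by 1.17. In the ferritin list of 8 genes, which also takes in the bacterioferritin-associated ferredoxin gene AVIN_RS24535, 2 rose and 1 fell. The list median was 0.79, at the percentile 97.4 of matched random lists (98.8, apart, without matching). The call of *bfrA* ends on the TPM scale (−0.92) and under median-of-ratios scaling (−0.89). Against the ammonium-shock library of the same time *dps* (0.42), *bfrA* (−0.73) and Avin_22670 (0.72) are not called, and Avin_22670 is also not called with a pseudocount of 10.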

Ferredoxins are also more highly expressed, which could be the result of enhanced electron requirement for nitrogen fixation. 

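Both ferredoxin genes that the figure marks rose at 30 min. Avin_01520, beside *nif* genes, had an RPKM of 2669 against 966 (log2 1.47, ratio 95% interval 2.68–2.85), and *fdxH* (Avin_03820), for an iron-sulfur subunit of formate dehydrogenase, 784 against 7.93 (6.46, ratio interval 83.3–118.5). *fdx* (Avin_40350), of the Isc gene cluster, stood at −0.78. Of 10 ferredoxin and flavodoxin genes by annotation 5 rose and 3 fell (median 1.085, percentile 99.6): the flavodoxin gene Avin_01710 went from 315 to 5838 (4.21), Avin_10550 rose by 2.35 and Avin_01510 by 1.98, and Avin_03470 fell (−2.80). At 15 min *fdxH* had already risen (5.90), but against the ammonium-shock library of that time it turns to −0.46 and the flavodoxin gene to −0.28.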

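At 30 min without ammonium, 2 of the 5 matched genes of catechol cluster 2 (909964–925583) fell and none rose, when 1258 of all 4584 genes past the minimum fell. Avin_09670 went from an RPKM of 99.6 to 5.63 (log2 −3.92, ratio 95% interval 0.0428–0.0732) and Avin_09640 from 212 to 23.6 (−3.11, ratio interval 0.103–0.121). Avin_09680 had 79.7 against 152.5 (−0.93), Avin_09690 had 89.4 against 168 (−0.91) and Avin_09700 had 64.2 against 85.0 (−0.40). At 15 min Avin_09700 had risen to 223 (1.38, ratio interval 2.51–2.74), and the other 4 stood between −0.84 and −0.08. Against the ammonium-shock library of that time Avin_09700 is not called (0.83).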

Catechol siderophores synthesized by cluster 2 (Figure 1C) seem to be less important at this time point, and consequently, their expression is reduced (Figure 3). 

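After 4 h without ammonium, 6 of 7 matched genes for vibrioferrin, a carboxylate siderophore, rose (876759–886772), with a median log2 change of 1.48. The receptor gene Avin_09350 had an RPKM of 408 against 109 (log2 1.90, ratio 95% interval 3.63–3.89), Avin_09330 45.3 against 13.0 (1.73, ratio interval 3.13–3.91), *iucA* (Avin_09310) 41.9 against 13.0 (1.62, ratio interval 2.89–3.61) and the PvsA gene Avin_09340 56.6 against 21.4 (1.36). Of these genes, 4 of 7 had also been higher at 15 min and at 30 min, with medians of 1.02 and 1.01, and Avin_09360 had fallen at 30 min (−1.37), a call that ends against the ammonium-shock library of that time (36.3 against 36.9).
In catechol cluster 1, 3 of 8 genes were higher at 4 h (median 0.84): *entA* at 28.4 against 9.70 (1.46, ratio interval 2.41–3.57), *entF* at 15.9 against 7.01 (1.08, ratio interval 2.04–2.52) and *entB* at 24.2 against 11.3 (1.03, ratio interval 1.78–2.57), with Avin_21170 at 0.95, *entE* at 0.51 and *entC* at 0.37. All 3 calls end with a pseudocount of 10, and that of *entB* also ends on the TPM scale. The vibrioferrin calls higher at 15 and 30 min, and that of *yceE* (Avin_09320, 1.09) at 4 h, also end with a pseudocount of 10, and the early ones with the ammonium-shock library of the same time as the reference.

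**Figure D2:**
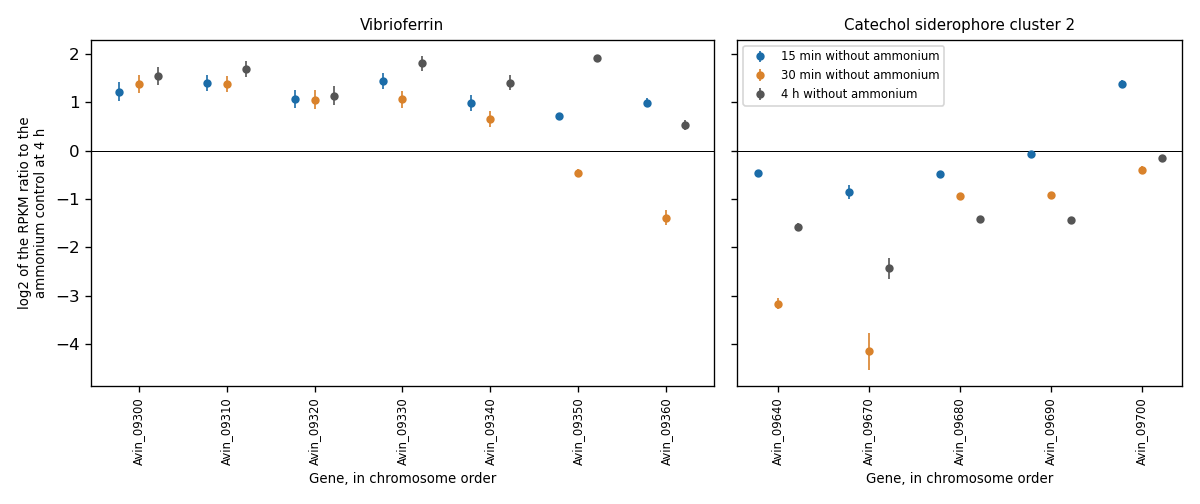
Log2 ratio of RPKM without ammonium to RPKM of the ammonium control (y axis, no pseudocount) for each gene (x axis, chromosome order) of vibrioferrin and of catechol cluster 2. Points are single libraries at the 3 times and bars are 95% counting intervals.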

After 4 h of de-repression, *A. vinelandii* induces the expression of genes involved in the vibrioferrin siderophore synthesis pathway (Figure 3), and still maintains the high expression levels of the cluster 1 of the cathechol siderophore pathway. However, cluster 2 is down-regulated, and no significant differences in the expression of genes in the azobactin synthesis pathways can be found between diazotrophically grown *A. vinelandii* or when they are grown with ammonia. Similarly, an esterase is still induced, probably to recover iron from siderophores. 

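In catechol cluster 2, 4 of 5 matched genes fell at 4 h (median log2 change −1.415). Avin_09670 had an RPKM of 18.4 against 99.6 (−2.37, ratio 95% interval 0.158–0.215), Avin_09640 71.3 against 212 (−1.56, ratio interval 0.320–0.354), Avin_09690 62.5 against 168 and Avin_09680 57.5 against 152.5 (−1.39). Avin_09700 stood at −0.16 (0.846–0.944). None of the 13 azotobactin genes, counting the second locus, was called at 4 h (median 0.24, from −0.64 to 0.60). Avin_25630 had 41.3 against 33.8 (0.28, ratio interval 0.975–1.53), an interval that includes no change at this depth. Those of Avin_25620, *pvdH* and Avin_50380 include it too. Intervals of the other members exclude no change, among them *pvdA* (20.7 against 15.1, log2 0.43, 1.20–1.57), Avin_25610 (1.33–1.80) and Avin_25660 (0.547–0.734).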

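The esterase gene *iroE* (Avin_36990) had an RPKM of 38.8 at 4 h against 19.3 with ammonium (log2 0.97, ratio 95% interval 1.76–2.30), just under the size rule. It is called higher with a pseudocount of 0.1 (1.01) and under median-of-ratios scaling (1.11).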

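At 4 h without ammonium, *fepA* (Avin_37010) and the receptor gene Avin_12430 were higher among the 17 matched TonB genes of Figure 3, with RPKM of 186 against 70.3 (log2 1.39, ratio 95% interval 2.54–2.76) and 94.3 against 31.9 (1.53, ratio interval 2.77–3.15), and Avin_51930 was lower (18.8 against 55.7, log2 −1.52, ratio interval 0.308–0.367). Of the 18 matched ABC transporter genes none was called. Their values ran from −0.65 (Avin_30870) to 0.74 (*fbpA*, 467 against 278, ratio interval 1.62–1.74), with a median of −0.23. Over all 33 annotated TonB-dependent receptors past the minimum, 3 rose and 4 fell, and their median of −0.52 lay below all random lists. Those that fell besides Avin_51930 were Avin_13940 (−4.08), Avin_40090 (−2.13) and Avin_22830 (−2.06).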

Two TonB-like transporters and two ABC transporters putatively involved in iron uptake are still up-regulated at this time point (Figure 3).

## 5. Regulation of Iron Homeostasis

Not much is known about the mechanism(s) that senses cytosolic iron in *A. vinelandii*. The iron-sensing system involving the ferric uptake regulator protein (Fur) is widely distributed in the bacterial phylogeny [112]. Fur regulates the iron metabolism [113,114,115,116], by binding to a 19 pb DNA (Fur box) that prevents the access of RNA polymerase, resulting in the repression of downstream genes [117]. 

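The genes of the Fur family differed in level. *fur* (Avin_43000, 4342028–4342432) had RPKM of 970 at 15 min, 968 at 30 min and 745 at 4 h against 977 with ammonium (log2 −0.01, −0.01 and −0.39), none of them called. The *zur* homologue (Avin_00840), whose product in other bacteria senses zinc, fell at each time, from 132.6 to 44.4, 29.9 and 42.5 (−1.56, −2.11 and −1.62). With the ammonium-shock library of the same time as the reference, *zur* turns to 0.73 at 15 min and 0.10 at 30 min.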

Although *A. vinelandii* has two Fur homologues (Figure 3), it is not known how iron uptake is increased under diazotrophic conditions, whether it is simply a response to the decreasing cytosolic iron levels or a part of a more complex system coupled to the de-represssion of *nif* genes. 

Iron transport can be indirectly regulated by two extra cytoplasmic function sigma factors (ECFs): PvdS and FpvI [42]. The genome of *A. vinelandii* contains two PvdS-like genes and one FpvI. PvdS and FpvI factors are sequestered by FpvR, a protein located in the inner membrane. When Fe^3+^ is bound to PVD, a Fe–PVD complex is formed, and when transported by FpvA, it causes the degradation of FpvR and the release of PvdS and FpvI factors [118]. There are three candidate *fpvA* genes in *A. vinelandii*. 

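The *fpvA* gene at Avin_25550 (2560619–2563042), in the azotobactin cluster, rose at 15 min from an RPKM of 23.4 to 202 (log2 3.05, ratio 95% interval 8.08–9.19). The remaining *fpvA* labels of Figure 3 fit several loci and were not used here. *pvdS* (Avin_25290), for a sigma factor of siderophore genes, rose from 35.0 to 79.0 (1.15, ratio interval 1.98–2.58), a call that ends under median-of-ratios scaling (0.93) and with a pseudocount of 10. The sigma factor gene Avin_25390, beside *fpvR*, had 308 against 170 (0.85, ratio interval 1.71–1.92), under the size rule, and *fpvR* (Avin_25400) 181 against 120 (0.59).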

Interestingly, two of these genes are up-regulated in the early stage of adaptation to diazotrophic growth conditions (Figure 3). This would trigger the synthesis of siderophores to increase iron uptake for nitrogenase synthesis. However, at 30 min of adaptation, the expression levels are similar to those of *A. vinelandii* grown with ammonia. Moreover, the induction of *fpvR* at 4 h could indicate a reduction in pyoverdine synthesis, also supported by the down-regulation of *fpvI* (Figure 3). 

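At 30 min *fpvA* (Avin_25550) had an RPKM of 38.7 (log2 0.70, ratio 95% interval 1.53–1.79), *pvdS* 27.9 (−0.32) and Avin_25390 203 (0.25), and none of them was called. The sigma factor gene Avin_25660 in the azotobactin cluster, higher at 15 min (121 against 52.6, a call that ends under median-of-ratios scaling), was at 29.8 (−0.80).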

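At 4 h *fpvR* (Avin_25400) had an RPKM of 165 against 120 (log2 0.45, ratio 95% interval 1.30–1.45), and the neighbouring sigma factor gene Avin_25390 262 against 170 (0.62, ratio interval 1.45–1.64), and neither passed the size rule. *pvdS* stood at −0.63 and *fpvA* (Avin_25550) at 0.32.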

In *P. aeruginosa,* siderophore biosynthesis can also be controlled by the phosphorylation state of AlgR. In the non-phosphorylated state, AlgR decreases the pyoverdine production, whereas it increases it when phosphorylated [119]. The *A. vinelandii* AlgR orthologue is also up-regulated 30 min after its transfer to diazotrophic conditions, suggesting a role in increasing iron uptake for nitrogen fixation (Figure 3).

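The *algR* gene (Avin_47610) had an RPKM of 114 at 30 min against 64.5 with ammonium (log2 0.81, ratio 95% interval 1.62–1.91), under the size rule. It was at 0.83 at 15 min (1.65–1.95) and 0.01 at 4 h.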

## 6. Conclusions

In recent years, there has been renewed interest in nitrogen fixation and its biochemistry. While considerable progress has been made in understanding how the nitrogenase enzyme works [17] and how its metal cofactors are synthesized [100], much less is known about how iron is supplied and how diazotrophic bacteria control iron homeostasis. In this review, we have outlined what is known, and what can be inferred from other bacterial systems or from transcriptomic data. However, much experimental work is needed to determine the relative importance of the large diversity of iron import systems in *A. vinelandii*, the mechanisms of intracellular iron allocation, and how iron homeostasis is controlled in diazotrophy. All of this information will be valuable not only for understanding a key biochemical process in the biosphere but also for translating it to crops engineered to produce active nitrogenase [21,120].

## Figures and Tables

**Figure 1:**
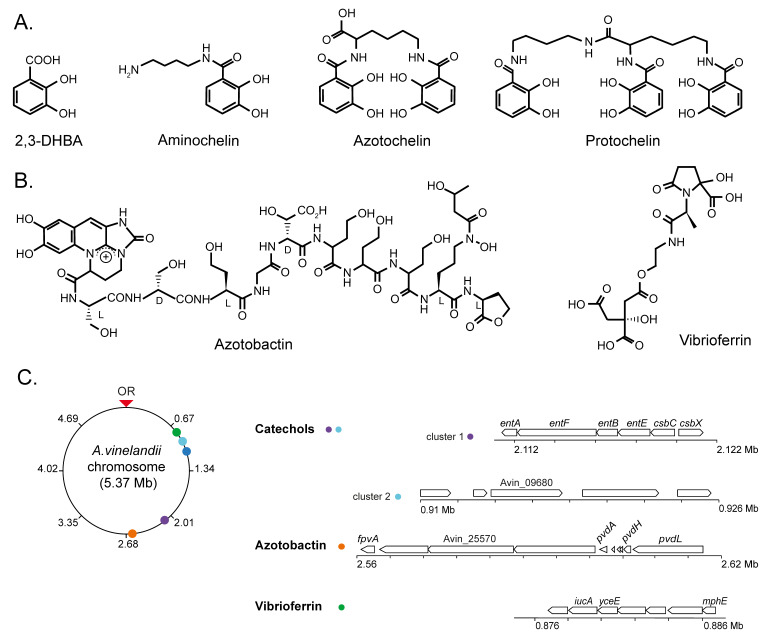
Representative siderophores secreted by *A. vinelandii* cultures. (**A**) Catechol-based siderophores: 2,3-DHBA, aminochelin, azotochelin, and protochelin. (**B**) Mixed-type siderophores: azotobactin and vibrioferrin. (**C**) Chromosome position and organization of the *A. vinelandii* DJ (genome accession NC_012560) gene clusters involved in siderophore production. OR indicates the origin of replication.

**Figure 2:**
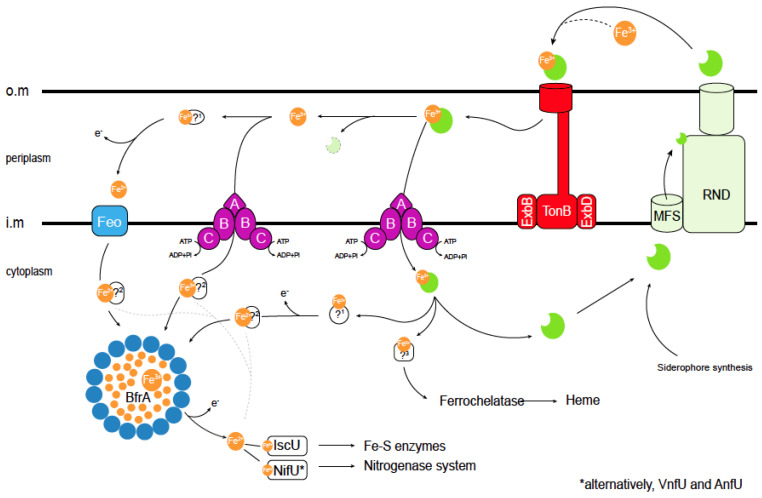
Current understanding of iron acquisition and trafficking in *A. vinelandii* cells. Siderophores secreted into the environment bind Fe^3+^. The resulting complex is introduced in the periplasm through TonB transporters. In the periplasm, different pathways can be followed: (i) the Fe^3+^–siderophore complex is transported through an ABC system into the cytosol, (ii) Fe^3+^ dissociates or is released from the siderophore and then it is transported into the cytosol by a different ABC transporter, or (iii) dissociated Fe^3+^ is reduced by an unknown ferroreductase (1) into Fe^2+^, which is transported by a Feo iron import system into the cytosol. Cytosolic Fe^2+^ or Fe^3+^ can be delivered directly to Fe-S scaffold proteins or to other iron-using enzymes (dotted lines). Alternatively, the excess iron can be stored within (bacterio) ferritins, and may later be mobilized after reducing Fe^3+^ to Fe^2+^ including siderophore biosynthesis. Iron trafficking in the cytosol is facilitated by yet-to-be-identified iron chaperones (2). As in the periplasm, iron is also recovered from the internalized Fe^3+^–siderophore complex, and Fe^3+^ may be reduced to Fe^2+^. Finally, an unknown protein (3) will be responsible for iron delivery to the ferrochelatase for heme synthesis. Siderophores are shown in green. Bacterioferritin (BfrA) protein subunits are shown as blue circles. TonB stands for (phage) *T-on*e resistance B; ExbB/D, for *Ex*cretion of colicin *B* inhibitor B/D; MFS is *M*ajor *F*acilitator Superfamily; RND, *R*esistance-*N*odulation-*D*ivision; Feo, *fe*rr*o*us iron transport; IscU, *I*ron *S*ulfur-*C*luster assembly U; NifU, *Ni*trogen *Fi*xation U; VnfU, *V*anadium *n*itrogen *f*ixation U; and AnfU, *A*lternative *n*itrogen *f*ixation U (iron-only nitrogenase). O.m: outer membrane; i.m. cytosolic membrane; and ?: proteins that have not been identified to date. * indicates that VnfU or AnfU are used instead of NifU for alternative nitrogenases.

**Figure 3:**
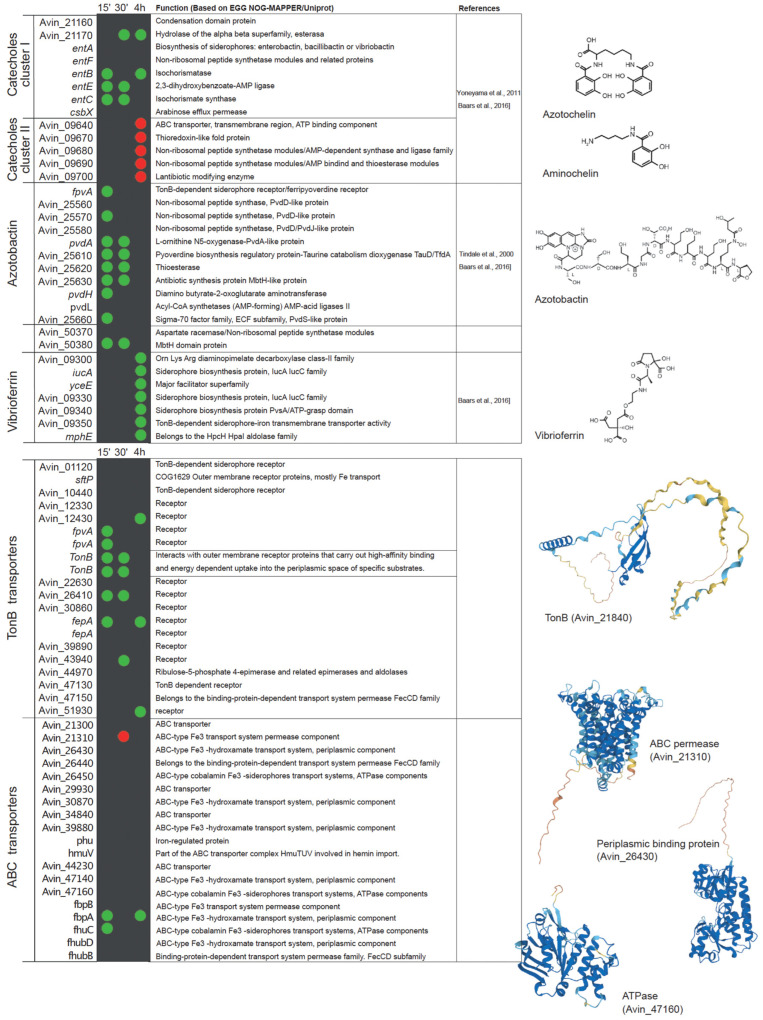

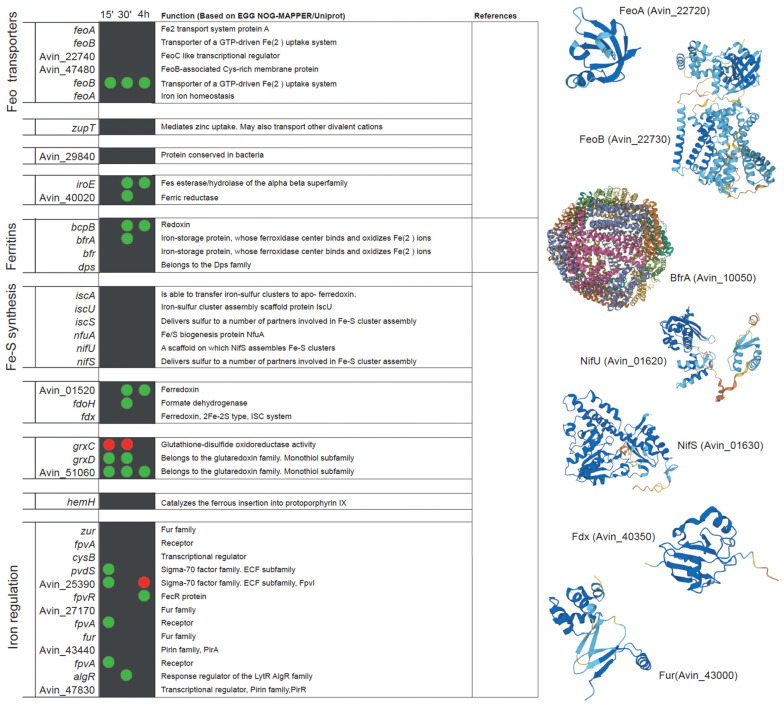
List of *A. vinelandii* genes involved or putatively involved in iron homeostasis and their regulation under diazotrophic conditions. Genes are organized by function and named according to their accession numbers in the published genome [93,103]. Green and red dots indicate the up-regulation or down-regulation, respectively, of the expression of each gene in nitrogenase de-repressing conditions compared to nitrogen-sufficient conditions (NH_3_) at three time points after the removal of NH_3_ from the medium (15 min, 30 min, and 4 h). No dot means that no change in expression was observed. This comparison was made using the transcriptomic data deposited in Gene Expression Ommibus Accesion GSE244772. Functional annotations were obtained from EGG NOG-MAPPER and Uniprot. Structural models were generated using AlphaFold [109] and visualized with PyMOL (Schörindger, Inc, New York, NY, USA). The references indicated are Baars et al., 2016 [31], Yoneyama et al., 2011 [110], and Tindale et al., 2021 [111].

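Over the 103 matched genes of the figure, 27 were higher, 12 lower and 64 in neither direction at 30 min (median log2 change 0.25), and 15, 6 and 82 at 4 h (0.01). The iron-sulfur assembly genes of the *nif* cluster rose at each time: *nifU* (Avin_01620), for a scaffold protein, had an RPKM of 4654, 6282 and 841 at the 3 times against 51.4, and *nifS* (Avin_01630), for a cysteine desulfurase, 4554, 6306 and 939 against 84.9. Of the housekeeping Isc genes *iscS* (Avin_40400) fell at 30 min (−1.16), and *iscU* (Avin_40390) stood at 0.47, −0.49 and −0.73. *nfuA* (Avin_28760) was at 0.76, −0.02 and −0.28. Of a list of 10 Isc genes none was called at 15 min and 4 fell at 30 min (median −0.80, percentile 29.8). At 4 h none was called, but the median of −0.61 lay at the percentile 0.3 of its random lists. The ferrochelatase gene *hemH* (Avin_41370) was at 0.63, 0.57 and −0.20, and *cysB* (Avin_23140) at −0.64, −0.34 and −0.57. At 30 min the Feo gene Avin_47490 fell (27.9 against 66.0, log2 −1.21), as did a further *feoB* gene outside the figure (Avin_27600, −1.65). With a pseudocount of 10 the number higher at 30 min was 15, and with the ammonium-shock library of the same time as the reference it was 11. None of the 10 Isc genes, *iscS* (−0.71) included, is called against that library, nor is Avin_27600 (−0.13). At a 1.5-fold threshold 21 were lower at 30 min, and 23 were higher and 13 lower at 4 h.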

## Data Availability

All the data used in this manuscript are available upon request. Transcriptional data for Figure 3 were obtained from Gene Expression Ommibus Accesion GSE244772.

## References

[1] Bandyopadhyay S., Chandramouli K., Johnson M.K. (2008). Iron-sulfur cluster biosynthesis. Biochem. Soc. Trans..

[2] Layer G. (2021). Heme biosynthesis in prokaryotes. Biochim. Biophys. Acta Mol. Cell Res..

[3] Winterbourn C.C. (1995). Toxicity of iron and hydrogen peroxide: The Fenton reaction. Toxicol. Lett..

[4] Stanbury D.M. (2022). The principle of detailed balancing, the iron-catalyzed disproportionation of hydrogen peroxide, and the fenton reaction. Dalton Trans..

[5] Tang D., Chen X., Kang R., Kroemer G. (2021). Ferroptosis: Molecular mechanisms and health implications. Cell Res..

[6] Checa-Fernandez A., Santos A., Romero A., Dominguez C.M. (2021). Application of chelating agents to enhance fenton process in soil remediation: A review. Catalysts.

[7] Murgia I., Marzorati F., Vigani G., Morandini P. (2022). Plant iron nutrition: The long road from soil to seeds. J. Exp. Bot..

[8] Ikeda-Ohtsubo W., Brugman S., Warden C.H., Rebel J.M.J., Folkerts G., Pieterse C.M.J. (2018). How can we define “optimal microbiota?”: A comparative review of structure and functions of microbiota of animals, fish, and plants in agriculture. Front. Nutr..

[9] Harbort C.J., Hashimoto M., Inoue H., Niu Y., Guan R., Rombolà A.D., Kopriva S., Voges M.J.E.E.E., Sattely E.S., Garrido-Oter R. (2020). Root-secreted coumarins and the microbiota interact to improve iron nutrition in *Arabidopsis*. Cell Host Microbe.

[10] Andrews S., Norton I., Salunkhe A.S., Goodluck H., Aly W.S.M., Mourad-Agha H., Cornelis P. (2013). Control of iron metabolism in bacteria. Met. Ions Life Sci..

[11] Hantke K. (2001). Iron and metal regulation in bacteria. Curr. Opin. Microbiol..

[12] Semsey S., Andersson A.M.C., Krishna S., Jensen M.H., Massé E., Sneppen K. (2006). Genetic regulation of fluxes: Iron homeostasis of *Escherichia coli*. Nucleic Acids Res..

[13] Trindade I.B., Silva J.M., Fonseca B.M., Catarino T., Fujita M., Matias P.M., Moe E., Louro R.O. (2019). Structure and reactivity of a siderophore-interacting protein from the marine bacterium *Shewanella* reveals unanticipated functional versatility. J. Biol. Chem..

[14] Schalk I.J., Perraud Q. (2023). *Pseudomonas aeruginosa* and its multiple strategies to access iron. Environ. Microbiol..

[15] Grass G. (2006). Iron transport in *Escherichia coli*: All has not been said and done. BioMetals.

[16] O’Brian M.R. (2015). Perception and homeostatic control of iron in the Rhizobia and related bacteria. Annu. Rev. Microbiol..

[17] Martin del Campo J.S., Rigsbee J., Bueno Batista M., Mus F., Rubio L.M., Einsle O., Peters J.W., Dixon R., Dean D.R., Dos Santos P.C. (2022). Overview of physiological, biochemical, and regulatory aspects of nitrogen fixation in *Azotobacter vinelandii*. Crit. Rev. Biochem. Mol. Biol..

[18] Hoffman B.M., Lukoyanov D., Yang Z.Y., Dean D.R., Seefeldt L.C. (2014). Mechanism of nitrogen fixation by nitrogenase: The next Stage. Chem. Rev..

[19] Aquilanti L., Favilli F., Clementi F. (2004). Comparison of different strategies for isolation and preliminary identification of Azotobacter from soil samples. Soil. Biol. Biochem..

[20] Alleman A.B., Mus F., Peters J.W. (2021). Metabolic model of the nitrogen-fixing obligate aerobe *Azotobacter vinelandii* predicts its adaptation to oxygen concentration and metal availability. Mbio.

[21] Burén S., Rubio L.M. (2018). State of the art in eukaryotic nitrogenase engineering. FEMS Microbiol. Lett..

[22] Kasa P., Modugapalem H., Battini K. (2015). Isolation, screening, and molecular characterization of plant growth promoting rhizobacteria isolates of Azotobacter and Trichoderma and their beneficial activities. J. Nat. Sci. Biol. Med..

[23] Nosheen A., Bano A., Yasmin H., Keyani R., Habib R., Shah S.T.A., Naz R. (2016). Protein quantity and quality of safflower seed improved by NP fertilizer and rhizobacteria (*Azospirillum* and *Azotobacter* Spp.). Front. Plant Sci..

[24] Bhosale H.J., Kadam T.A., Bobade A.R. (2013). Identification and production of *Azotobacter vinelandii* and its antifungal activity against *Fusarium oxysporum*. J. Environ. Biol..

[25] Frey P.A., Reed G.H. (2012). The ubiquity of iron. ACS Chem. Biol..

[26] Jones J.D. (2020). Iron availability and management considerations: A 4R approach. Crops Soils.

[27] Piskin E., Cianciosi D., Gulec S., Tomas M., Capanoglu E. (2022). Iron absorption: Factors, limitations, and improvement methods. ACS Omega.

[28] Kraepiel A.M.L., Bellenger J.P., Wichard T., Morel F.M.M. (2009). Multiple roles of siderophores in free-living nitrogen-fixing bacteria. BioMetals.

[29] Kramer J., Özkaya Ö., Kümmerli R. (2020). Bacterial siderophores in community and host interactions. Nat. Rev. Microbiol..

[30] Palanché T., Blanc S., Hennard C., Abdallah M.A., Albrecht-Gary A.M. (2004). Bacterial iron transport: Coordination properties of azotobactin, the highly fluorescent siderophore of *Azotobacter vinelandii*. Inorg. Chem..

[31] Baars O., Zhang X., Morel F.M.M., Seyedsayamdost M.R. (2016). The siderophore metabolome of *Azotobacter vinelandii*. Appl. Environ. Microbiol..

[32] Srivastava S., Dong H., Baars O., Sheng Y. (2023). Bioavailability of mineral-associated trace metals as cofactors for nitrogen fixation by *Azotobacter vinelandii*. Geobiology.

[33] McRose D.L., Baars O., Morel F.M.M., Kraepiel A.M.L. (2017). Siderophore production in *Azotobacter vinelandii* in response to Fe-, Mo- and V-limitation. Environ. Microbiol..

[34] Noar J.D., Bruno-Bárcena J.M. (2018). *Azotobacter vinelandii*: The source of 100 years of discoveries and many more to come. Microbiology.

[35] Thomas W., Bellenger J.P., Morel F.M.M., Kraepiel A.M.L. (2009). Role of the siderophore azotobactin in the bacterial acquisition of nitrogenase metal cofactors. Environ. Sci. Technol..

[36] Lange M.D., Abernathy J., Shoemaker C.A., Zhang D., Kirby A., Peatman E., Beck B.H. (2020). Proteome analysis of virulent *Aeromonas hydrophila* reveals the upregulation of iron acquisition systems in the presence of a xenosiderophore. FEMS Microbiol. Lett..

[37] Rizvi A., Khan M.S. (2018). Heavy metal induced oxidative damage and root morphology alterations of maize (*Zea Mays* L.) Plants and stress mitigation by metal tolerant nitrogen fixing *Azotobacter chroococcum*. Ecotoxicol. Environ. Saf..

[38] Quistgaard E.M., Löw C., Guettou F., Nordlund P. (2016). Understanding transport by the major facilitator superfamily (MFS): Structures pave the way. Nat. Rev. Mol. Cell Biol..

[39] Nikaido H. (1996). Multidrug efflux pumps of gram-negative bacteria. J. Bacteriol..

[40] Page W.J., Kwon E., Cornish A.S., Tindale A.E. (2003). The CsbX Gene of *Azotobacter vinelandii* encodes an MFS efflux pump required for catecholate siderophore export. FEMS Microbiol. Lett..

[41] Poole K., Krebes K., Mcnally C., Neshat S. (1993). Multiple antibiotic resistance in *Pseudomonas aeruginosa: Evidence* for involvement of an efflux operon. J. Bacteriol..

[42] Visca P., Imperi F., Lamont I.L. (2007). Pyoverdine siderophores: From biogenesis to biosignificance. Trends Microbiol..

[43] Lim B.L. (2010). TonB-dependent receptors in nitrogen-fixing nodulating bacteria. Microbes Environ..

[44] Ferguson A.D., Deisenhofer J. (2002). TonB-dependent receptors-structural perspectives. Biochim. Biophys. Acta Biomembr..

[45] Thomas C., Tampé R. (2020). Structural and mechanistic principles of ABC transporters. Annu. Rev. Biochem..

[46] Altendorf K., Stalz W.D., Greie J.C., Deckers-Hebestreit G. (2000). Structure and function of the F_o_ complex of the ATP synthase from *Escherichia coli*. J. Exp. Biol..

[47] Ash M.R., Maher M.J., Guss J.M., Jormakka M. (2011). The initiation of GTP hydrolysis by the G-domain of FeoB: Insights from a transition-state complex structure. PLoS ONE.

[48] Shin M., Park J., Jin Y., Kim I.J., Payne S.M., Kim K.H. (2020). Biochemical characterization of bacterial FeoBs: A perspective on nucleotide specificity. Arch. Biochem. Biophys..

[49] Lau C.K.Y., Krewulak K.D., Vogel H.J. (2016). Bacterial ferrous iron transport: The feo system. FEMS Microbiol. Rev..

[50] Robey M., Cianciotto N.P. (2002). *Legionella pneumophila* FeoAB promotes ferrous iron uptake and intracellular infection. Infect. Immun..

[51] Velayudhan J., Hughes N.J., McColm A.A., Bagshaw J., Clayton C.L., Andrews S.C., Kelly D.J. (2000). Iron acquisition and virulence in *Helicobacter pylori*: A major role for FeoB, a high-affinity ferrous iron transporter. Mol. Microbiol..

[52] Bozzi A.T., Gaudet R. (2021). Molecular mechanism of Nramp-family transition metal transport. J. Mol. Biol..

[53] Grass G., Franke S., Taudte N., Nies D.H., Kucharski L.M., Maguire M.E., Rensing C. (2005). The metal permease ZupT from *Escherichia coli* is a transporter with a broad substrate spectrum. J. Bacteriol..

[54] Makui H., Roig E., Cole S.T., Helmann J.D., Gros P., Cellier M.F.M. (2000). Identification of the *Escherichia coli* K-12 Nramp orthologue (MntH) as a selective divalent metal ion transporter. Mol. Microbiol..

[55] Roberts C.S., Ni F., Mitra B. (2021). The zinc and iron binuclear transport center of ZupT, a ZIP transporter from *Escherichia coli*. Biochemistry.

[56] Fischer E., Strehlow B., Hartz D., Braun V. (1990). Soluble and membrane-bound ferrisiderophore reductases of *Escherichia coli* K-12. Arch. Microbiol..

[57] Huyer M., Page W.J. (1989). Ferric reductase activity in *Azotobacter vinelandii* and its inhibition by Zn^2+^. J. Bacteriol..

[58] Cain T.J., Smith A.T. (2021). Ferric iron reductases and their contribution to unicellular ferrous iron uptake. J. Inorg. Biochem..

[59] Müller K., Matzanke B.F., Schünemann V., Trautwein A.X., Hantke K. (1998). FhuF, an iron-regulated protein of *Escherichia coli* with a new type of [2Fe-2S] center. Eur. J. Biochem..

[60] Lin H., Fischbach M.A., Liu D.R., Walsh C.T. (2005). In vitro characterization of salmochelin and enterobactin trilactone hydrolases IroD, IroE, and Fes. J. Am. Chem. Soc..

[61] Brissot P., Ropert M., Le Lan C., Loréal O. (2012). Non-transferrin bound iron: A key role in iron overload and iron toxicity. Biochim. Biophys. Acta Gen. Subj..

[62] Galaris D., Barbouti A., Pantopoulos K. (2019). Iron homeostasis and oxidative stress: An intimate relationship. Biochim. Biophys. Acta Mol. Cell Res..

[63] Hider R., Aviles M.V., Chen Y.L., Latunde-Dada G.O. (2021). The role of Gsh in intracellular iron trafficking. Int. J. Mol. Sci..

[64] Yanatori I., Richardson D.R., Imada K., Kishi F. (2016). Iron export through the transporter ferroportin 1 is modulated by the iron chaperone PCBP2. J. Biol. Chem..

[65] Philpott C.C., Ryu M.S., Frey A., Patel S. (2017). Cytosolic iron chaperones: Proteins delivering iron cofactors in the cytosol of mammalian cells. J. Biol. Chem..

[66] Arosio P., Elia L., Poli M. (2017). Ferritin, cellular iron storage and regulation. IUBMB Life.

[67] Gijsbers A., Zhang Y., Gao Y., Peters P.J., Ravelli R.B.G. (2021). *Mycobacterium tuberculosis* ferritin: A suitable workhorse protein for cryo-EM development. Acta Crystallogr. D Struct. Biol..

[68] Guo M., Gao M., Liu J., Xu N., Wang H. (2022). Bacterioferritin nanocage: Structure, biological function, catalytic mechanism, self-assembly and potential applications. Biotechnol. Adv..

[69] Liu X., Kim K., Leighton T., Theil E.C. (2006). Paired *Bacillus anthracis* Dps (mini-ferritin) have different reactivities with peroxide. J. Biol. Chem..

[70] Abdul-tehrani H., Hudson A.J., Chang Y., Timms A.R., Hawkins C., Williams J.M., Harrison P.M., Guest J.R., Andrews S.C. (1999). Ferritin mutants of *Escherichia coli* are iron deficient and growth impaired, and Fur mutants are iron deficient. J. Bacteriol..

[71] Velayudhan J., Castor M., Richardson A., Main-Hester K.L., Fang F.C. (2007). The role of ferritins in the physiology of *Salmonella enterica* Sv. Typhimurium: A unique role for ferritin B in iron-sulphur cluster repair and virulence. Mol. Microbiol..

[72] Ceci P., Ilari A., Falvo E., Chiancone E. (2003). The Dps protein of *Agrobacterium tumefaciens* does not bind to DNA but protects it toward oxidative cleavage. X-ray crystal structure, iron binding, and hydroxyl-radical scavenging properties. J. Biol. Chem..

[73] Yao H., Soldano A., Fontenot L., Donnarumma F., Lovell S., Chandler J.R., Rivera M. (2022). *Pseudomonas aeruginosa* bacterioferritin is assembled from FtnA and BfrB subunits with the relative proportions dependent on the environmental oxygen availability. Biomolecules.

[74] Lill R., Freibert S.-A. (2020). Mechanisms of mitochondrial iron-sulfur protein biogenesis. Annu. Rev. Biochem..

[75] Agar J.N., Krebs C., Frazzon J., Huynh B.H., Dean D.R., Johnson M.K. (2000). IscU as a scaffold for iron-sulfur cluster biosynthesis: Sequential assembly of [2Fe-2S] and [4Fe-4S] clusters in IscU. Biochemistry.

[76] Ollagnier-De-Choudens S., Mattioli T., Takahashi Y., Fontecave M. (2001). Iron-sulfur cluster assembly. Characterization of IscA and evidence for a specific and functional complex with ferredoxin. J. Biol. Chem..

[77] Zheng L., Cash V.L., Flint D.H., Dean D.R. (1998). Assembly of iron-sulfur clusters: Identification of an iscSUA-hscBA-fdx gene cluster from *Azotobacter vinelandii*. J. Biol. Chem..

[78] Yoch D.C., Arnon D.I. (1975). Comparison of two ferredoxins from *Rhodospirillum rubrum* as electron carriers for the native nitrogenase. J. Biol. Chem..

[79] Bandyopadhyay S., Naik S.G., O’Carroll I.P., Huynh B.H., Dean D.R., Johnson M.K., Dos Santos P.C. (2008). A proposed role for the *Azotobacter vinelandii* Nfua protein as an intermediate iron-sulfur cluster carrier. J. Biol. Chem..

[80] Cai K., Frederick R.O., Markley J.L. (2020). ISCU interacts with NFU1, and ISCU [4Fe-4S] transfers its Fe-S cluster to NFU1 leading to the production of holo-NFU1. J. Struct. Biol..

[81] Ding B., Smith E.S., Ding H. (2005). Mobilization of the iron centre in IscA for the iron-sulphur cluster assembly in IscU. Biochem. J..

[82] Krebs C., Agar J.N., Smith A.D., Frazzon J., Dean D.R., Huynh B.H., Johnson M.K. (2001). IscA, an alternate scaffold for Fe-S cluster biosynthesis. Biochemistry.

[83] Braymer J.J., Freibert S.A., Rakwalska-Bange M., Lill R. (2021). Mechanistic concepts of iron-sulfur protein biogenesis in biology. Biochim. Biophys. Acta Mol. Cell Res..

[84] Smith A.D., Jameson G.N.L., Dos Santos P.C., Agar J.N., Naik S., Krebs C., Frazzon J., Dean D.R., Huynh B.H., Johnson M.K. (2005). NifS-mediated assembly of [4Fe-4S] clusters in the N- and C-terminal domains of the NifU scaffold protein. Biochemistry.

[85] Agar J.N., Yuvaniyama P., Jack R.F., Cash V.L., Smith A.D., Dean D.R., Johnson M.K. (2000). Modular organization and identification of a mononuclear iron-binding site within the NifU Protein. J. Biol. Inorg. Chem..

[86] Dos Santos P.C., Smith A.D., Frazzon J., Cash V.L., Johnson M.K., Dean D.R. (2004). Iron-sulfur cluster assembly: NifU-directed activation of the nitrogenase Fe protein. J. Biol. Chem..

[87] Fu W., Jack R.F., Morgan T.V., Dean D.R., Johnson M.K. (1994). NifU gene product from *Azotobacter vinelandii* is a homodimer that contains two identical [2Fe-2S] clusters. Biochemistry.

[88] Dos Santos P.C., Johnson D.C., Ragle B.E., Unciuleac M.C., Dean D.R. (2007). Controlled expression of Nif and Isc iron-sulfur protein maturation components reveals target specificity and limited functional replacement between the two systems. J. Bacteriol..

[89] Johnson D.C., Unciuleac M.C., Dean D.R. (2006). Controlled expression and functional analysis of iron-sulfur cluster biosynthetic components within *Azotobacter vinelandii*. J. Bacteriol..

[90] Jaeobson M.R., Cash V.L., Weiss M.C., Laird N.F., Newton W.E., Dean D.R. (1989). Biochemical and genetic analysis of the nifUSVWZM Cluster from *Azotobacter vinelandii*. Mol. Genet. Genom..

[91] Sendra M., Ollagnier de Choudens S., Lascoux D., Sanakis Y., Fontecave M. (2007). The SUF iron-sulfur cluster biosynthetic machinery: Sulfur transfer from the SUFS-SUFE complex to SUFA. FEBS Lett..

[92] Bai Y., Chen T., Happe T., Lu Y., Sawyer A. (2018). Iron-sulphur cluster biogenesis via the SUF pathway. Metallomics.

[93] Setubal J.C., Dos Santos P., Goldman B.S., Ertesvåg H., Espin G., Rubio L.M., Valla S., Almeida N.F., Balasubramanian D., Cromes L. (2009). Genome sequence of *Azotobacter vinelandii*, an obligate aerobe specialized to support diverse anaerobic metabolic processes. J. Bacteriol..

[94] Ferreira G.C. (1999). Ferrochelatase. Int. J. Biochem. Cell Biol..

[95] Obi C.D., Bhuiyan T., Dailey H.A., Medlock A.E. (2022). Ferrochelatase: Mapping the intersection of iron and porphyrin metabolism in the mitochondria. Front. Cell Dev. Biol..

[96] Rubio L.M., Ludden P.W. (2005). Maturation of nitrogenase: A biochemical puzzle. J. Bacteriol..

[97] Chisnell J.R., Premakumar R., Bishop P.E. (1988). Purification of a second alternative nitrogenase from a NifHDK deletion strain of *Azotobacter vinelandii*. J. Bacteriol..

[98] Rees J.A., Bjornsson R., Schlesier J., Sippel D., Einsle O., DeBeer S. (2015). The Fe–V cofactor of vanadium nitrogenase contains an interstitial carbon atom. Angew. Chem..

[99] Guo Y., Echavarri-Erasun C., Demuez M., Jiménez-Vicente E., Bominaar E.L., Rubio L.M. (2016). The nitrogenase FeMo-cofactor precursor formed by NifB protein: A diamagnetic cluster containing eight iron atoms. Angew. Chem..

[100] Burén S., Jiménez-Vicente E., Echavarri-Erasun C., Rubio L.M. (2020). Biosynthesis of Nitrogenase Cofactors. Chem. Rev..

[101] Hinnemann B., Nørskov J.K. (2004). Structure of the FeFe-cofactor of the iron-only nitrogenase and possible mechanism for dinitrogen reduction. Phys. Chem. Chem. Phys..

[102] Jasniewski A.J., Lee C.C., Ribbe M.W., Ribbe M.W., Hu Y. (2020). Reactivity, mechanism, and assembly of the alternative nitrogenases. Chem. Rev..

[103] Hu Y., Ribbe M.W. (2016). Biosynthesis of the metalloclusters of nitrogenases. Annu. Rev. Biochem..

[104] Poza-Carrión C., Jiménez-Vicente E., Navarro-Rodríguez M., Echavarri-Erasun C., Rubio L.M. (2014). Kinetics of Nif gene expression in a nitrogen-fixing bacterium. J. Bacteriol..

[105] Abreu I., Mihelj P., Raimunda D. (2019). Transition metal transporters in rhizobia: Tuning the inorganic micronutrient requirements to different living styles. Metallomics.

[106] González-Guerrero M., Navarro-Gómez C., Rosa-Núñez E., Echávarri-Erasun C., Imperial J., Escudero V. (2023). Forging a symbiosis: Transition metal delivery in symbiotic nitrogen fixation. New Phytol..

[107] Sankari S., O’Brian M.R. (2016). The *Bradyrhizobium japonicum* ferrous iron transporter FeoAB is required for ferric iron utilization in free living aerobic cells and for symbiosis. J. Biol. Chem..

[108] Benyamina S.M., Baldacci-Cresp F., Couturier J., Chibani K., Hopkins J., Bekki A., de Lajudie P., Rouhier N., Jacquot J.P., Alloing G. (2013). Two *Sinorhizobium meliloti* glutaredoxins regulate iron metabolism and symbiotic bacteroid differentiation. Environ. Microbiol..

[109] Jumper J., Evans R., Pritzel A., Green T., Figurnov M., Ronneberger O., Tunyasuvunakool K., Bates R., Žídek A., Potapenko A. (2021). Highly accurate protein structure prediction with AlphaFold. Nature.

[110] Yoneyama F., Yamamoto M., Hashimoto W., Murata K. (2011). *Azotobacter vinelandii* gene clusters for two types of peptidic and catechol siderophores produced in response to molybdenum. J. Appl. Microbiol..

[111] Tindale A.E., Mehrotra M., Ottem D., Page W.J. (2000). Dual regulation of catecholate siderophore biosynthesis in *Azotobacter vinelandii* by iron and oxidative stress. Microbiology.

[112] Steingard C.H., Helmann J.D. (2023). Meddling with metal sensors: Fur-family proteins as signaling hubs. J. Bacteriol..

[113] Huang M., Liu M., Liu J., Zhu D., Tang Q., Jia R., Chen S., Zhao X., Yang Q., Wu Y. (2021). Functional characterization of Fur in iron metabolism, oxidative stress resistance and virulence of *Riemerella anatipestifer*. Vet. Res..

[114] Seo S.W., Kim D., Latif H., O’Brien E.J., Szubin R., Palsson B.O. (2014). Deciphering Fur transcriptional regulatory network highlights its complex role beyond iron metabolism in *Escherichia coli*. Nat. Commun..

[115] Gao H., Ma L., Qin Q., Qiu Y., Zhang J., Li J., Lou J., Diao B., Zhao H., Shi Q. (2020). Fur represses *Vibrio cholerae* biofilm formation via direct regulation of VieSAB, CdgD, VpsU, and VpsA-K transcription. Front. Microbiol..

[116] Pinochet-Barros A., Helmanna J.D. (2020). *Bacillus subtilis* Fur is a transcriptional activator for the PerR-repressed pfeT gene, encoding an iron efflux pump. J. Bacteriol..

[117] Escolar L., Pérez-Martín J., Martín M., Ví V., De Lorenzo V. (1999). Opening the iron box: Transcriptional metalloregulation by the Fur protein. J. Bacteriol..

[118] Llamas M.A., Imperi F., Visca P., Lamont I.L. (2014). Cell-surface signaling in Pseudomonas: Stress responses, iron transport, and pathogenicity. FEMS Microbiol. Rev..

[119] Little A.S., Okkotsu Y., Reinhart A.A., Damron F.H., Barbier M., Barrett B., Oglesby-Sherrouse A.G., Goldberg J.B., Cody W.L., Schurr M.J. (2018). *Pseudomonas aeruginosa* Algr phosphorylation status differentially regulates pyocyanin and pyoverdine production. mBio.

[120] Oldroyd G.E.D., Dixon R. (2014). Biotechnological solutions to the nitrogen problem. Curr. Opin. Biotechnol..

How the deposited data were processed for this re-analysis (not part of the article)

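The samples are 6 RNA sequencing libraries of *A. vinelandii* DJ, 1 per condition: cells without ammonium at 15 min, 30 min and 4 h, cells of the first 2 times given ammonium again for 15 min, and cells with ammonium for 4 h. The submitters' processing notes name FastQC, Trim Galore, STAR, Picard, SAMtools and featureCounts for quality checks, trimming, alignment and counting. The values the authors deposited are RPKM, normalized for library size and gene length; nothing was realigned. The genome build used for alignment is not given in the sources used here. Lengths are multiples of 3 for 98.6% of genes and differ from the span of the coordinates for 22 of them. Of the 4828 genes, 4591 carry an old locus tag and 237 do not, and the latter are named by their newer tag.

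Reads per gene were recovered by finding the library total for which RPKM times length gives whole numbers, using genes short enough that rounding of RPKM to 2 decimals shifts the result by under 0.1 reads. Of these genes 99.8 to 100% came within 0.15 reads of a whole number. The median gene holds 1074, 1147, 715, 1078.5, 796 and 972 reads in the libraries at 15 min, 15 min then shock, 30 min, 30 min then shock, 4 h and control, and the 20 genes with most reads, taken for each library by itself, hold 18.4, 23, 36.1, 25.6, 19.3 and 17.9% of reads. No gene has a value of 0. Intervals for a ratio are exact conditional (Clopper–Pearson) 95% intervals from these reads.

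Changes are log2 ratios with a pseudocount of 1.0. A gene is called when the size is at least 1.0 and its RPKM is at least 10.0 in at least 1 of the 2 libraries. No test between libraries was run, since a single library per condition leaves no replicate error. In reads simulated around the control library, with changed genes drawn from those at an RPKM of at least 20, genes changed 3-fold and 8-fold were called in 67 of 67 and 66 of 66 cases per comparison, none of the 67 changed 1.5-fold was, and none of 4628 unchanged genes was. Apart from the planted changes the simulated libraries differ by counting error alone, with no variation between cultures. These figures therefore give no rate of false calls between cultures. The intervals covered the true ratio for 95.17, 95.36 and 95.8% of genes.

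Gene lists, 32 in number, were written from symbols and product words. The median log2 change of the members past the minimum was ranked among 10000 seeded random lists of the same size drawn from 20 bins of mean log2 value, and a list outside the percentiles 2.5 to 97.5 was called apart. Of the lists with at least 3 members past the minimum, 6 lay above, 18 inside and 5 below at 15 min, 6, 18 and 5 at 30 min, and 8, 15 and 5 at 4 h. The medians of the lists inside ran from −1.23 to 0.99, from −2.13 to 0.95 and from −0.32 to 0.52. Lists that matched fewer genes were not ranked. A list meant for ribosomal and transfer RNA matched only 4 modifying enzymes; it is in this tally, below at 30 min (median −1.18), and is not described elsewhere. Lists of simulated unchanged genes were called apart in 2.5, 3 and 5% of cases. Genes vary independently in that simulation, so these shares do not cover lists of genes that move together.

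Labels of Figure 3 were read from the picture and matched to loci by tag, caption or symbol, or else by product and position. A rule set with the other choices gave the genes that may be named: every gene of the figure and of the text at every time, the 10 largest and 10 smallest changes per time among called genes with a known product, and up to 4 members of a described list with the largest change plus a fixed set of nitrogen genes. The text names only part of the genes and times that the rule covers. Genes named outside the rule (other list members, single genes of the shock libraries, Avin_22670, Avin_27600 and Avin_19000) were chosen after their values were seen.

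Alternatives tried were pseudocounts of 0.1 and 10, no minimum and a minimum of 50, the TPM scale, median-of-ratios scaling, scaling without the 20 most abundant genes, thresholds of 1.5-fold and 4-fold, changes relative to the median of all genes, the ammonium-shock library of the same time as the reference, and random lists without matching. Chosen after seeing the data were the loci stated in the figure alone, the TPM scale and the scaling without the most abundant genes for the shock libraries, and all alternatives for lists and single genes after shock. Not every alternative was run on every result. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.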

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

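All tests of explanations below were chosen after the results were seen. The libraries of cells given ammonium again are not described in the paper, and they hold a strong signal: 122 genes were higher than in the matched library without ammonium at both times and also above the control at both. Among them are the DUF2790 gene Avin_49420, whose log2 ratio to the control was 6.90 in the early shock library, and *ssuE* (Avin_30520), of sulfonate use, at 5.70 in the 30 min shock library. In the same library the TonB, ExbB and ExbD genes had a median log2 ratio to the control of 0.85. Outside the genes the paper discusses, the nitrate/nitrite transporter gene Avin_23390 was at 8.82 at 15 min and *fdhD*, of formate dehydrogenase maturation, at 8.07 at 30 min. At 4 h the terminal oxidase genes had a median of 0.76 and the complex I genes 0.72.

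The first pattern weighed is these 122 genes. A few genes taking most of the reads is argued against, since 121 genes meet the same conditions after rescaling without the 20 most abundant genes. Reads shared between DUF2790 paralogs do not account for the rise of this family as a whole. Summed over all 7 DUF2790 genes, reads had a log2 ratio of 5.54 in the 30 min shock library against the matched library. The sum cannot tell which of the 7 genes the reads came from, so sharing stays open for Avin_49420 by itself. The added ammonium itself stays open: these genes had a median log2 ratio of 0.13 between the 4 h libraries with and without ammonium. A brief return of ammonium cannot be told apart from the handling at the shock or from the further 15 min that it took, since no mock-treated library is among those analysed.

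The second is the fall of the 72 ribosomal protein, ATP synthase and complex I genes, with medians of −1.92 at 15 min, −2.99 at 30 min and 0.08 at 4 h. A few genes taking most of the reads is argued against, since the 30 min median is −2.71 (quartiles −3.13 and −2.13) without the 20 most abundant genes. With 15 min of added ammonium at 30 min the ribosomal protein and ATP synthase genes partly returned (37 of 55 and 5 of 6 higher, the latter with a median of 1.84), while of the 11 complex I genes 2 were higher (median 0.03). The wash and medium change still cannot be told apart from the lack of ammonium: the 30 min shock library, washed alike, had a median of −1.58 against the control, and no library with ammonium taken at 15 or 30 min after the wash is among those analysed.

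The third is the rise of azotobactin and catechol cluster 1 genes at 15 min, with 20 of 21 called. Scaling between libraries is argued against, since 19 stay called under median-of-ratios scaling. Lack of ammonium as the cause stays open: the genes had a median log2 change of −0.92 with 15 min of added ammonium, which may reflect a partial return, and without an early ammonium control it cannot be told apart from the time since the wash.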

How the results depend on the processing

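Calls rest on single libraries. No gene called against the control has an interval that includes no change, but the size rule and the minimum made that nearly sure in advance. An interval can still reach below the 2-fold of the size rule, as for *entB* at 4 h (1.78–2.57). The labels give no replicate numbers to pair by, and no fit of the shock with time as a block was run. Single-gene values were the same within counting error in 2001 cases, moved in 1153 and reversed in 25. The 2001 include every case of the 1.5-fold threshold, which leaves a log2 value as it is and so could not move it. Values after shock were the same in 85 and moved in 55. Lists kept their place, apart or inside, in 991 cases, gained a call in 13 and lost it in 5. These cases include median-of-ratios scaling, which shifts members and random lists alike. It could therefore hardly change a place or the number of lists apart. In 1 case the median of a list called apart changed sign, and lists inside were not checked for sign. The number of lists apart and the counts after shock stayed within 1.5 times in all 35 and 20 cases. The cause was not tested for the values below, apart from thresholds and the stated loci, which select more or fewer genes by construction.

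Genes called higher and lower were 1576 and 1036 at 15 min and 306 and 650 at 4 h with a threshold of 1.5-fold, and 203 and 147 at 15 min, 157 and 536 at 30 min and 49 and 44 at 4 h with 4-fold. At 30 min those higher were 1110 with 1.5-fold and 905 without the 20 most abundant genes. With the shock library as the reference at 15 min they were 402 and 341. For genes of Figure 3, those higher were 25 at 15 min and 15 at 30 min with a pseudocount of 10, 16 and 11 with the shock library as the reference, and 23 at 4 h with 1.5-fold. Those lower were 8, 21 and 13 with 1.5-fold and 7 at 15 min under median-of-ratios scaling. Over the stated loci only, chosen after seeing the data, those higher were 21, 15 and 9, and those lower at 30 min 7.

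With the shock library as the reference, log2 values reversed at 15 min for Avin_00840 (0.73), Avin_01400 (−0.17), Avin_01710 (−0.28), Avin_03820 (−0.46), Avin_03890 (−0.12), Avin_13940 (0.28), Avin_22820 (0.40), Avin_22970 (1.07), Avin_23650 (1.27), Avin_28550 (0.50), Avin_28560 (0.35), Avin_40090 (0.25), Avin_50170 (2.17) and Avin_51930 (0.32), and at 30 min for Avin_00840 (0.10), Avin_02750 (1.04), Avin_06590 (0.23), Avin_06610 (0.14), Avin_13940 (0.24), Avin_22970 (1.66), Avin_23650 (0.46), Avin_30180 (0.71), Avin_43080 (0.16), Avin_50170 (1.51) and Avin_50180 (1.58). The median of the transposase and phage list at 4 h turned to 0.0923 under median-of-ratios scaling but stayed above its random lists (percentile 98.7). That scaling moved the median of all genes at 4 h from −0.125 to 0.014.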

Differences from the paper's values

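The paper states no threshold for a dot in Figure 3 and does not say which ammonium library was used at 15 and 30 min. Among the 103 matched genes, 39 were called higher at 15 min, against about 23 in Figure 3, read by eye. Of the alternatives set before the data were examined, a pseudocount of 10 (25), median-of-ratios scaling (31) and the ammonium-shock library as the reference (16) come within 1.5 times of the paper's count, and a pseudocount of 0.1 (40), the TPM scale (43) and a 1.5-fold threshold (57) do not. At 15 min 3 were called lower, against about 1 in Figure 3, read by eye, and at 30 min 12, against about 2 in Figure 3, read by eye. No alternative closes either difference, with counts from 3 to 8 at 15 min and from 10 to 21 at 30 min.

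Counting each gene at each of the 3 times, about 71 dots in Figure 3, read by eye, fall on matched genes. Of these 48 were called in the direction of the dot and 3 in the opposite one, and 62 had a log2 change on its side of 0, while 51 calls had no dot. The genes with a dot and without such a call are as follows. At 15 min Figure 3 marks as up the *tonB* genes Avin_21710 (log2 0.04) and Avin_21840 (−0.07) and *feoB* Avin_47490 (−0.18), which no setting calls higher, and Avin_25390 (0.85) and Avin_26410 (0.75), called at 1.5-fold. At 30 min it marks as up *bfrA* Avin_10050, here lower (−1.04), the same *tonB* genes (−0.64 and −0.03), *iroE* Avin_36990 (0.31) and Avin_47490, here lower (−1.21), which no setting calls higher. It also marks as up *grxD* Avin_14040 (0.53), called with the shock library as the reference, Avin_43940 (0.92), called on the TPM scale, under median-of-ratios scaling and at 1.5-fold, and *algR* Avin_47610 (0.81), called at 1.5-fold. It marks Avin_21310 as down at 30 min, with 0.44 here and a call with the shock library as the reference.

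At 4 h it marks as up Avin_09360 (0.52), *fpvR* Avin_25400 (0.45) and Avin_47490 (0.51), which no setting calls. It also marks as up Avin_21170 (0.95) and Avin_36990 (0.97), called with a pseudocount of 0.1, under median-of-ratios scaling and at 1.5-fold, *fbpA* Avin_47300 (0.74), called at 1.5-fold, and Avin_51930, here lower (−1.52) in every setting. It marks as down Avin_09700 (−0.16), which no setting calls, and Avin_25390 (0.62), called higher at 1.5-fold. The text has catechol cluster 2 reduced at 30 min, and here 2 of its 5 genes were lower. On the paper's own markers the calls match at 15 min for all 9 azotobactin genes with a dot and at 4 h for 6 of 7 vibrioferrin genes and 4 of 5 cluster 2 genes.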

Other observations

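Of 8 terminal oxidase genes past the minimum, 2 rose and 3 fell at 15 min and 2 rose and 4 fell at 30 min, with list medians inside those of random lists. *cydB* (Avin_19880) of the cytochrome bd oxidase rose from an RPKM of 1214 to 3790 at 15 min, 4862 at 30 min and 4673 at 4 h, while *ccoN* (Avin_20010) of a cbb3-type oxidase fell from 3051 to 308 and 231 and had 5390 at 4 h (log2 0.82), and its early calls end against the ammonium-shock library of the same time (−0.32 and −0.93). All 11 complex I genes fell at 15 and 30 min, and at 4 h *nuoN* (Avin_28560, 1.01) and *nuoM* (Avin_28550, 1.00) rose, calls that end on the TPM scale and with a pseudocount of 10. Against the ammonium-shock library of the same time none of the 11 is called at 15 min (Avin_28550 turns to 0.50 and Avin_28560 to 0.35) and 2 are lower at 30 min. Of 11 heat shock and folding genes, 5 fell at 15 min, 7 at 30 min and 6 at 4 h (*grpE*, Avin_42980, −2.31, −3.18 and −1.39), with the list median below its random lists at 15 min and 4 h and inside them at 30 min (percentile 5.6, or 1.75 and so apart without matching). Of 36 flagellar and chemotaxis genes 16 fell at 30 min, where the list median of −0.88 lay inside its random lists (percentile 7.0, or 0.6 and so apart without matching), and 4 at 4 h, where it lay below them, and 2 of 3 polyhydroxybutyrate genes fell at 4 h (*phbB*, Avin_23650, −1.95). Of 17 TonB, ExbB and ExbD genes past the minimum at 4 h, Avin_10630, Avin_10620 and Avin_10610 rose (1.82, 1.71 and 1.68), Avin_27650 fell (−1.01, a call that ends with a pseudocount of 10 and under median-of-ratios scaling) and 13 were in neither direction, with a list median of −0.03 inside its random lists.

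After 15 min of added ammonium, 341 genes rose and 402 fell in early cells and 1160 and 452 in cells from 30 min. The balance at the early time turns to 389 and 347 under median-of-ratios scaling and to 417 and 334 without the 20 most abundant genes. The rises shared 326 genes, against 85.4 for independent lists, and the falls 208, against 37.55. None of the 19 genes named *nif* rose and 13 fell at the early time and 16 at 30 min, with *nifB* (Avin_51010) at −5.86 and −6.17 and *nifH* (Avin_01380) at −0.38 and −1.01. Of the genes higher at 15 min without ammonium, 322 of 831 fell after shock and at 30 min 295 of 587. Among those lower without ammonium, 188 of 625 rose after shock at 15 min and 863 of 1258 at 30 min. These counts share the library without ammonium, so part of each may come from it. Of 11 azotobactin genes 6 fell after early shock (median −1.07) and 2 after the later one (−0.41), and of 8 catechol cluster 1 genes 1 and 0 fell (−0.54 and −0.57). Several neighbouring genes of sulfonate use rose at both times. They include *ssuE* (Avin_30520, 4.75 and 6.83), *ssuD* (Avin_30500, 3.56 and 6.07), *ssuC* (Avin_30490, 3.59 and 5.83), *ssuB* (Avin_30480, 2.34 and 3.60) and the binding protein gene Avin_30510 (4.76 and 7.03). Genes annotated to sulfate uptake rose too, among them Avin_31720 (3.75 and 5.49), *cysT* (Avin_31730, 3.17 and 4.70) and *cysW* (Avin_31740, 3.59 and 5.13). The list of 16 sulfur assimilation and cysteine genes as a whole lay inside its random lists, with 3 higher and 1 lower at the early time (median 0.0964) and 6 and 1 at 30 min (median 0.51). Of 18 TonB, ExbB and ExbD genes 16 rose at 30 min (median 1.71). Genes singled out here were chosen after their values were seen.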
